A study of Hyphomonas neptunium with 8 samples. Its data were reported in "Integrative and quantitative view of the CtrA regulatory network in a stalked budding bacterium" (2020).

How the data were processed

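RNA was measured in 8 libraries of Hyphomonas neptunium, 2 each of the wild type and of the ΔpleC, ΔdivJ and ΔdivK strains, which the study describes as biological replicates. Per the labels, total RNA of mid-exponential cultures was freed of rRNA with a Ribo-Zero kit, copied into cDNA from random primers, joined to adapters in a strand-specific manner, amplified by PCR and sequenced on an Illumina NextSeq instrument. The submitters' processing notes name Bowtie2 for mapping and featureCounts for counting, and their versions and settings are not given in the sources used here, nor whether counting used the strand. Each deposited file gives, for 3568 genes on the single chromosome, raw counts of unique and of total gene reads, which the authors did not normalize. It also holds RPKM values, which the authors made from the total gene reads, the gene length and the sum of all gene reads, rRNA included, since that formula returns the column to within a relative difference of 5.1e-15. Lengths were multiples of 3 for 98.8% of genes, so that they are coding lengths, and 694 genes overlap the next one, where reads of neighbours cannot be fully told apart. In 78 genes some reads also matched elsewhere, in 19 of them more than 10% of reads, among them tuf1 and tuf2 (51.0% each), and no gene named in the results by its change is among the latter.

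The counts of total gene reads were analysed in R 4.3.3 with edgeR 4.0.16. The 3 rRNA genes were left out, genes with few reads were removed with filterByExpr by strain, libraries were scaled by TMM, and a quasi-likelihood model with strain and replicate number as factors was fitted to all 8 libraries, so that all strains share 1 estimate of the spread. Each deletion strain was compared with the wild type and with the others by the quasi-likelihood F test, two-sided, with Benjamini-Hochberg adjustment over the genes of a comparison and a threshold of 0.05 on the adjusted p-value. A prior count of 2 was used for the log2 differences within pairs of same-numbered libraries, which served to compare directions. The log2 fold changes given here come from the fitted model and do not carry that prior count. Their standard errors were derived from the fold change and the F statistic. The replicate number is a block because the study compared strains by a paired test. Whether libraries with the same number were grown or processed together is not stated in the sources used. They deviated together from their strain means, with correlations across genes of 0.334 to 0.711 in all 6 pairs of strains, which is a hint from the data and not from the design, and many calls rest on this block. Library totals of 10084412 to 14646032 reads of non-rRNA genes place the level of 3 reads, used as the floor, between 0.205 and 0.297 CPM. For the deleted genes, exact binomial intervals for the ratio of reads are given at a level of 95%.

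Gene lists were fixed before the data were examined. They are the direct CtrA regulon in 3 parts and the rest of the global CtrA regulon in the same 3 parts. The parts are activated, repressed and mixed, by the sign of the change on depletion of CckA and ChpT. The depleted strains are in other libraries, but whether their wild-type controls are the libraries used here is not stated in the sources used. The other lists are CtrA-bound genes, CtrA pathway homologs, the motility island and both pilus clusters. These lists share many genes with the regulon parts, so that tests of different lists are not separate evidence. The genes the study listed for PleC, DivJ and DivK were chosen on these same libraries and are given only as counts. Of 701 locus tags in the lists, 587 were in the files as such, 93 were found by gene symbol, 2 by position in the motility island, and 19 were not matched. Lists defined by product names could not be used, since the files pair genes with no product names, and 7 lists by gene symbol or domain were added after the data had been seen (ribosomal proteins, heat shock, cell division, peptidoglycan, replication, respiration and ATP synthesis, cyclic di-GMP). Each of the 11 fixed lists was tested in the 3 comparisons against the wild type with camera of limma 3.58.1 at a preset correlation of 0.01, with camera at an estimated correlation and with the rotation test fry, adjusted over these 33 tests. The deleted gene of a comparison was left out of its lists, a choice made after the data had been seen, since its loss is given by the design. Counts of list members past the test are given over all genes and adjusted over the list alone.

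Named genes were chosen by a rule set at the same time as the lists. In each comparison with the wild type it takes the deleted gene, up to 10 genes with the highest and 10 with the lowest fold changes among those past the test with the same direction in both pairs of libraries, the 2 neighbours on each side of the deleted gene, up to 4 members of each list with the lowest p, and any CtrA pathway homolog past the test. Between mutants it takes up to 6 genes with the largest difference and those that changed in opposite directions. HNE_3077 and chvI, the values of the divK transcript in the other strains, and the genes in the opening paragraphs of the last part were chosen after their values were seen. Calls of named genes that were lost without the replicate block are counted for each comparison, with examples. The result of 1 gene that the rule takes is not reported here, while it stays in all fits and counts of changed genes. What a gene codes for is given from its symbol, from the study or from general knowledge.

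For pairs of comparisons, which share the wild-type libraries, 50 sets of counts with no change were simulated from the fitted means and dispersions, and the shared calls, correlation and covariance of fold changes were computed in each. The test was tried on simulated data before use. In a simulated comparison of ΔpleC with the wild type over 3550 genes, 200 genes were changed, and 33 of 67 genes were recovered at a log2 fold change of 0.5, 63 of 67 at 1 and 66 of 66 at 2, with 4 false calls among 166. In the simulated comparisons of ΔdivJ and ΔdivK with no change, edgeR called 0 genes, with unadjusted p under 0.05 in 4.31% and 4.54% of genes. All these counts were drawn from the fitted model, with its replicate effect and the same spread of a gene in every strain. They thus cannot test these assumptions. Alternatives comprised the fit without the replicate block, leaving out each library in turn (where the lone library of a strain is assumed to vary like the others), other scalings and filters, rRNA genes kept in, the 10 most abundant genes left out, DESeq2 1.42.0, limma-voom, limma-trend on log2(RPKM + 1) or log2(RPKM + 5), fits of only the 2 strains compared, other thresholds, and 1 gene per run of neighbouring members of the activated part. Offsets for gene length and counts of unique reads were added after the data had been seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.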

Results

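The data are RNA sequencing libraries of Hyphomonas neptunium, a marine alphaproteobacterium that multiplies by forming buds at the tip of a stalk. The wild type was compared in mid-exponential phase with strains that lack pleC, divJ or divK, with 2 libraries per strain and 8 in all. DivJ and PleC are sensor histidine kinases that act on the response regulator DivK. DivK lies upstream of the CckA-ChpT-CtrA phosphorelay and thus of the cell cycle transcription factor CtrA. The wild-type libraries held 14391027 and 14765861 gene reads, and those of ΔpleC 12011768 and 12775740. Those of ΔdivJ held 12504186 and 12643185, and those of ΔdivK 10201928 and 13948133. The 3 rRNA genes took 9.07% of these reads in ΔdivK replicate 2 (exact binomial 95% interval 9.05 to 9.08%). In the other libraries they took between 0.812% (0.807 to 0.816%) and 1.98% (1.98 to 1.99%). They were left out of the comparisons below, except in an alternative that kept them. Of the 3568 genes, 3557 had enough reads to be tested. Over these, the standard deviation of the log2 difference between replicates was 0.272 in ΔpleC, 0.321 in the wild type, 0.352 in ΔdivK and 0.451 in ΔdivJ. Intervals and detection floors in this account cover counting error only, since PCR copies are not independent molecules.

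Transcripts of the deleted gene were close to absent in each deletion strain. The pleC gene (positions 3064870 to 3067335 of the chromosome, 2466 bp) had 3 and 1 reads in the ΔpleC libraries and 3718 and 4053 in the wild type. This is a 1719-fold lower level (95% counting interval 671 to 6311). For divJ (HNE_0746, 754650 to 756269) the ΔdivJ libraries held 1 and 1 reads and the wild type 1165 and 1259, which is 1075-fold lower (297 to 8883). The divK gene (HNE_2285, 2386877 to 2387272) had 0 and 0 reads in ΔdivK against 899 and 1212 in the wild type. Its level was thus at least 577-fold lower, with a floor of 3 reads over both ΔdivK libraries. By edgeR, the genes next to pleC had adjusted p-values of 0.394 to 0.954, those next to divJ 0.487 to 0.964, and those next to divK 0.069 to 0.911. The lowest belonged to pleD, which overlaps divK by a few bases and codes for a response regulator with a diguanylate cyclase domain (log2 fold change −0.52 ± 0.11 in ΔdivK, SE, n = 2 per strain). The divK transcript itself had a log2 fold change of −0.49 ± 0.12 in ΔpleC (edgeR adjusted p = 0.0863) and of 0.44 ± 0.12 in ΔdivJ (adjusted p = 0.0898). Neither passed the test.

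The comparison of ΔpleC with the wild type asks which transcripts depend on PleC and how far they belong to the CtrA regulon. All 7 genes of pilus cluster 1 (HNE_1149 to HNE_1155), which code for pilus assembly, fell, with a median log2 fold change of −3.08. Among them were HNE_1149, a homolog of the pilus assembly protein CpaB (−3.62 ± 0.13, SE, n = 2 per strain; 12.3-fold lower), HNE_1152, a homolog of CpaE (−3.08 ± 0.11), and HNE_1154, a homolog of TadB (−2.32 ± 0.16). The activated part of the direct CtrA regulon comprises 52 measured genes that were lower when CckA and ChpT were depleted in other strains. CtrA binds them, or they share a putative operon with a gene that is bound and lower. Whether the depleted strains were compared with the same wild-type libraries is not stated in the sources used. Of the 52 genes 29 fell, and the median was −0.61. Besides pilus genes they included HNE_2122 of unknown function (−2.75 ± 0.17) and HNE_1960 with a GGDEF domain, which makes the second messenger cyclic di-GMP (4.01-fold lower, SE of the log2 value 0.10). HNE_1390, a homolog of SciP, which in Caulobacter restrains transcription activated by CtrA, fell as well (−1.93 ± 0.11), a call that was lost without the replicate block (adjusted p = 0.123).

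The increases in ΔpleC were smaller. HNE_2824, whose function is not given in the sources used, rose most (0.91 ± 0.14, SE, n = 2). It was followed by HNE_2776 for a tRNA adenosine deaminase (0.60 ± 0.12), HNE_2448 for a TonB-dependent outer membrane receptor (0.56 ± 0.10) and mmsA2 for methylmalonate-semialdehyde dehydrogenase (0.52 ± 0.10). In the motility island (HNE_0239 to HNE_0276, 38 genes, many for the flagellum), flhA for a flagellar export protein rose (0.43 ± 0.09) and HNE_0251 for a MotB-type motor protein fell (−0.61 ± 0.13), with a median of 0.24. In pilus cluster 2 (HNE_3009 to HNE_3020, 12 genes) the pilin gene HNE_3020 (−0.87 ± 0.11) and the TadE-like gene HNE_3019 (−0.96 ± 0.11) fell. Here the median of 0.13 and the mean of −0.09 differed in sign. The repressed part of the direct CtrA regulon (18 genes) had a median of 0.27 and a lowest adjusted p of 0.0507 for HNE_1012 (0.54 ± 0.12). The part with mixed responses (24 genes) had a median of 0.27, with flhA past the test. Outside the direct regulon, 3 of the 135 genes lower on depletion fell, among them phaD for a transcriptional regulator (−0.97 ± 0.16) and HNE_3173 (−0.50 ± 0.10). Of the 166 higher on depletion, HNE_2776 rose, and HNE_3135 (−1.10 ± 0.11) and coaBC for coenzyme A synthesis (−0.61 ± 0.10) fell.

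In total 73 of 3557 genes changed in ΔpleC by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 13 up and 60 down with pleC itself. The activated part of the direct regulon moved down against all other genes (camera, adjusted p = 1.04e-38), and 36 of its genes passed when adjusted over the list alone. For this part, adjusted p = 0.0385 with an estimated correlation, and it ranged from 0.00232 to 0.238 over the alternatives. This form of the test no longer passed in any fit without a library. The median of the part stayed between −0.536 (without wild-type replicate 2) and −0.648 (without ΔpleC replicate 1) in those fits. Each of them also had fewer libraries, so the loss does not single out a library. Pilus cluster 1 had a camera adjusted p of 5.33e-23, and 7 genes passed when adjusted over the list alone. With an estimated correlation it had adjusted p = 0.0776, which became 0.0497 with the RPKM minimum, 0.0432 with rRNA genes kept, 0.0394 with the 10 most abundant genes left out, and 0.0574 to 0.238 in the other alternatives that tested lists. The repressed part had 0.000918 (adjusted p = 0.351 with an estimated correlation, 6 genes up when adjusted over the list alone). The mixed part had 3.78e-07 (adjusted p = 0.162 with an estimated correlation, 15 up alone). Most genes of the mixed part also lie in the motility island or in pilus cluster 2, so these lists are not separate results. The motility island had 0.00316 (adjusted p = 0.411 with an estimated correlation, 12 up and 2 down alone), which became 0.118 without wild-type replicate 2 and 0.122 without ΔpleC replicate 2. The 265 CtrA-bound genes other than pleC had a median of −0.05 and 3 up and 27 down, or 27 up and 46 down alone (camera 0.0022, adjusted p = 0.25 with an estimated correlation). The indirect genes lower on depletion had a median of −0.09 and 7 down alone (7.04e-06, adjusted p = 0.285 with an estimated correlation). Those higher on depletion had a median of 0.15, with 1 up and 2 down alone (0.00316, adjusted p = 0.411 with an estimated correlation). The 5 indirect genes with mixed responses (median 0.22) had a camera adjusted p of 0.0503. Pilus cluster 2 had 0.818, with 1 up and 3 down alone. The 14 CtrA pathway homologs had 0.818, with 4 up and 2 down alone, a median of −0.05 and a rotation test (fry) pointing up. By that test the activated part and pilus cluster 1 passed (adjusted p = 0.000582 each). So did the mixed part (0.0143) and the 5 indirect genes with mixed responses (0.025). The other lists did not, with rotation test adjusted p = 0.0525 to 0.375.

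These calls depended on the pairing and on single libraries. Without the replicate block 25 genes changed in ΔpleC, and 26 of the 40 named genes past the test lost their call, among them all named genes that rose (HNE_2824 at adjusted p = 0.479), HNE_0251 (adjusted p = 0.267), HNE_3020 (adjusted p = 0.0846) and phaD (adjusted p = 0.0701). The count was 29 and 24 without wild-type replicates 1 and 2, 346 without ΔpleC replicate 1, 169 and 173 without ΔdivJ replicates 1 and 2, and 45 and 43 without ΔdivK replicates 1 and 2. The split of 13 up and 60 down moved as well. It was 0 up and 25 down without the block, 133 and 213 without ΔpleC replicate 1, 88 and 148 in the fit of ΔpleC and the wild type alone, and 62 and 71 at an adjusted p of 0.25 with a log2 fold change above 0.5. Of the 114 genes that the study itself listed for PleC from these same libraries, 61 passed, and 110 when adjusted over the list alone, which is not independent evidence.

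**Figure D1:**
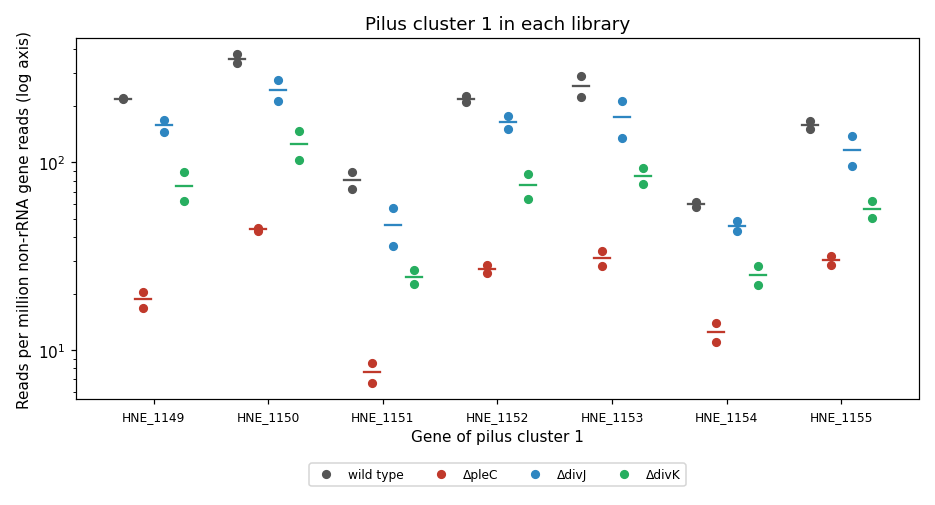
Reads of the 7 genes of pilus cluster 1 relative to all reads of non-rRNA genes (log axis) in each of the 8 libraries; points are libraries, and short lines are the means of the 2 libraries of a strain. The ΔpleC libraries lie lowest, with a median log2 fold change of −3.08, and those of ΔdivK lie between them and the wild type, with a median of −1.61.

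The comparison of ΔdivJ with the wild type asks the same of the kinase DivJ. Here more genes rose than fell. HNE_2824 (2.57 ± 0.14, SE, n = 2 per strain, edgeR adjusted p = 3.54e-06), HNE_1006 (2.07 ± 0.17), HNE_3212 (2.02 ± 0.29) and HNE_2359 (1.79 ± 0.18) rose most, and the sources used give no function for them. Of the 18 genes in the repressed part of the direct CtrA regulon 7 rose. Examples are HNE_0069 for a conserved hypothetical protein (2.83-fold higher, SE of the log2 value 0.16), pspA for phage shock protein A, which protects the inner membrane (1.17 ± 0.16), and HNE_1978, a homolog of the divisome protein FtsB (0.77 ± 0.13). In the mixed part 2 of 24 genes rose, HNE_3541 for an FtsK-type DNA translocase (0.66 ± 0.13) and HNE_0753 (0.53 ± 0.09). In the motility island 7 of 38 genes rose, for example HNE_0253 for a MotA-type motor protein (0.57 ± 0.10), HNE_0254 (0.58 ± 0.09) and HNE_0261 for flagellar hook-length control (0.43 ± 0.10).

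Among the 14 CtrA pathway homologs tested in ΔdivJ, only HNE_1984 passed. It is a homolog of PopA, which takes part in the degradation of CtrA in Caulobacter, and it rose (0.97 ± 0.16, SE, n = 2), a call lost without the replicate block (adjusted p = 0.319). Of the 166 indirect genes that were higher on depletion 11 rose, among them HNE_1903 with a radical SAM domain (0.87 ± 0.14), HNE_0385 for the DNA repair protein RecN (0.75 ± 0.12) and HNE_0027 for a small heat shock protein (0.74 ± 0.10). The activated part of the direct regulon split, with 2 genes up, among them HNE_0856 (0.86 ± 0.12), and 4 down, all in pilus cluster 1. In that cluster 5 of 7 genes fell, with a median of −0.52, for example HNE_1151 (−0.86 ± 0.14) and HNE_1153 (−0.62 ± 0.11). In pilus cluster 2 HNE_3018, a homolog of the secretin CpaC, rose (0.40 ± 0.10). The largest decreases besides divJ were in HNE_0902 for a glycerophosphodiester phosphodiesterase family protein (−1.09 ± 0.14), the CtrA-bound HNE_0740 (−0.97 ± 0.09), HNE_2449 (−0.92 ± 0.12) and the receptor gene HNE_2448 (−0.88 ± 0.10).

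By edgeR 137 of 3557 genes changed in ΔdivJ, 114 up and 23 down with divJ itself. The lowest adjusted p of a list with an estimated correlation was 0.136. By the rotation test the mixed part (adjusted p = 0.0166), the motility island (0.0368) and both pilus clusters (0.0166 and 0.0139) passed. So did the CtrA-bound genes (0.0269), the pathway homologs (0.0347) and the indirect genes with mixed responses (0.00296). The activated (0.889) and repressed (0.0556) parts did not, nor did the indirect genes lower (0.0784) and higher (0.0712) on depletion. Many genes are in more than 1 of these lists, so the lists are not separate results. Most genes of the mixed part lie in the motility island or in pilus cluster 2. All genes of pilus cluster 1 are also in the activated part or among the indirect genes lower on depletion. The values named first below are those with the preset correlation. The repressed part had 4.28e-06 (median 0.29, 7 up when adjusted over the list alone, and adjusted p = 0.246 with an estimated correlation). The mixed part had 1.84e-07 (median 0.25, 11 up alone, and adjusted p = 0.162 with an estimated correlation). The motility island had 3.06e-10 (median 0.27, 19 up alone, and adjusted p = 0.207 with an estimated correlation). The pathway homologs had 6.04e-05 (median 0.25, 5 up alone, and adjusted p = 0.162 with an estimated correlation). Pilus cluster 1 had 1.64e-08 (7 down alone, and adjusted p = 0.153 with an estimated correlation). Pilus cluster 2 had 9.74e-05 (median 0.26, 6 up alone, and adjusted p = 0.153 with an estimated correlation). The CtrA-bound genes had 1.12e-05 (34 up and 4 down, median 0.13, 64 up and 10 down alone, and adjusted p = 0.174 with an estimated correlation). The indirect genes higher on depletion had 3.06e-10 (median 0.23, 17 up and 1 down alone, and adjusted p = 0.202 with an estimated correlation). Those lower on depletion had 4.41e-08 (median −0.13, 2 up and 2 down, the same alone, and adjusted p = 0.244 with an estimated correlation). The 5 mixed ones had 2.43e-05 (median 0.50, 3 up, 5 up alone, and adjusted p = 0.136 with an estimated correlation). For the activated part the median of 0.02 and the mean of −0.01 differed in sign (camera adjusted p = 0.524, 10 up and 11 down alone). With 1 gene per run of neighbouring members its median was 0.13, pointing up (camera adjusted p = 0.551, rotation test adjusted p = 0.0498).

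The ΔdivJ calls depended on the pairing even more. Without the replicate block 17 genes changed, and 38 of the 50 named genes past the test lost their call, among them all named genes of pilus cluster 1 (HNE_1151 at adjusted p = 0.346), of the motility island (HNE_0254 at adjusted p = 0.16) and of the indirect genes (HNE_0385 at adjusted p = 0.807). HNE_3212, 1 of the largest increases, lost its call too (adjusted p = 0.138). Among those that kept theirs were HNE_2824, HNE_1006, HNE_2359, HNE_0069 and pspA, which rose. HNE_0902, HNE_0740, HNE_2449, HNE_2448 and HNE_3077, which fell, kept theirs as well. The count was 3 and 12 without wild-type replicates 1 and 2, 267 and 264 without ΔpleC replicates 1 and 2, 207 without ΔdivJ replicate 1, and 70 and 74 without ΔdivK replicates 1 and 2. Without ΔdivJ replicate 1 there were 114 genes up, as many as in the full fit, and 93 down. Of the 60 genes the study listed for DivJ from these libraries, 49 passed, and 59 when adjusted over the list alone, which is not independent evidence.

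The comparison of ΔdivK with the wild type asks which of these changes follow the loss of the response regulator itself. Pilus cluster 1 fell again, with all 7 genes past the test and a median log2 fold change of −1.61, for example HNE_1151 (−1.77 ± 0.14, SE, n = 2 per strain), HNE_1153 for a secretion system protein (−1.64 ± 0.12) and HNE_1152 (−1.61 ± 0.10). In the activated part of the direct regulon 15 of 52 genes fell, with a median of −0.18. Outside the pilus cluster these included the SciP homolog HNE_1390 (−0.96 ± 0.10) and the GGDEF gene HNE_1960 (−0.94 ± 0.10), but both calls were lost without the replicate block (adjusted p = 0.751 and 0.612). Outside the direct regulon, HNE_1201 for a group 2 glycosyltransferase (−1.67 ± 0.18), HNE_0902 (−1.37 ± 0.14) and HNE_3135 (−1.20 ± 0.11) fell. The 2 genes that rose were HNE_1635 (1.23 ± 0.23) and HNE_2190 (0.87 ± 0.16), and both calls were lost without the block (adjusted p = 0.522 and 0.383). Besides HNE_3135, HNE_1407 of the indirect genes higher on depletion fell (edgeR adjusted p = 0.0395). That call was lost without the replicate block (adjusted p = 0.78). No gene passed in the motility island, the repressed and mixed parts or pilus cluster 2. There HNE_0269 for a flagellar rod protein of the motility island was at 0.40 ± 0.10 (adjusted p = 0.132). HNE_1012 in the repressed part was at 0.48 ± 0.12 (adjusted p = 0.13). HNE_3013, a homolog of CpaD in the mixed part and in pilus cluster 2, was at 0.47 ± 0.11 (adjusted p = 0.105).

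By edgeR 30 of 3557 genes changed in ΔdivK, 2 up and 28 down with divK itself. The activated part of the direct regulon had a camera adjusted p of 2.80e-16, with 21 genes down when adjusted over the list alone, and adjusted p = 0.0742 with an estimated correlation. The latter was 0.00827 without the replicate block and 0.0292 to 0.0348 with RLE scaling, the RPKM minimum, rRNA genes kept, the 10 most abundant genes left out or length offsets. Pilus cluster 1 had 1.68e-19 (7 down alone, and adjusted p = 0.0776 with an estimated correlation). The latter was 0.0497 with the RPKM minimum, 0.044 with rRNA genes kept, 0.0394 with the 10 most abundant genes left out, and 0.058 to 0.238 in the others. The repressed part had 0.0019 (median 0.21, 1 up alone, and adjusted p = 0.37 with an estimated correlation), which became 0.0911 without ΔdivK replicate 1. The mixed part had 2.81e-06 (median 0.22, 7 up alone, and adjusted p = 0.163 with an estimated correlation). As above, the mixed part shares most of its genes with the motility island and pilus cluster 2. The motility island had 0.0102 (median 0.12, and adjusted p = 0.455 with an estimated correlation), which became 0.317 without wild-type replicate 2 and 0.057 without ΔdivK replicate 2. The indirect genes lower on depletion had 0.00316 (median −0.05, 1 down, 1 down alone, and adjusted p = 0.411 with an estimated correlation). Those higher on depletion had 0.00201 (median 0.12, 2 down, 5 up and 2 down alone, and adjusted p = 0.411 with an estimated correlation), and the mixed ones 0.135 (median 0.08, 1 up alone). The CtrA-bound genes had 0.0837 (median −0.01, 12 down, 4 up and 16 down alone), and pilus cluster 2 had 0.406 (median 0.15, 1 up and 1 down alone). The pathway homologs had 0.656 (median −0.05, 1 down alone), with a rotation test pointing up. Passing by the rotation test were the activated part (adjusted p = 0.00296) and pilus cluster 1 (0.0027). The mixed part (0.0166) and the indirect genes with mixed responses (0.025) passed as well. The other lists did not, with rotation test adjusted p = 0.0784 to 0.894. Of the 40 genes the study listed for DivK from these libraries, 23 passed, and 38 when adjusted over the list alone, which is not independent evidence. The count was 13 without the replicate block, where 8 of the 19 named genes past the test lost their call. It was 13 and 14 without wild-type replicates 1 and 2, 87 and 82 without ΔpleC replicates 1 and 2, 94 and 97 without ΔdivJ replicates 1 and 2, and 12 and 8 without ΔdivK replicates 1 and 2. The predominance of lower calls depended on these choices. The share of higher calls, 6.67%, became 47.1% and 37.8% without ΔpleC replicates 1 and 2, and 51.1% and 52.6% without ΔdivJ replicates 1 and 2. It was 55.0% of 231 calls in the fit of ΔdivK and the wild type alone, 39.0% of 59 with DESeq2 and 23.1% of 39 without the 10 most abundant genes. At an adjusted p of 0.25 with a log2 fold change above 0.5 there were 122 up and 33 down. No gene was up without the replicate block, nor in the 4 fits that left out a wild-type or a ΔdivK library.

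**Figure D2:**
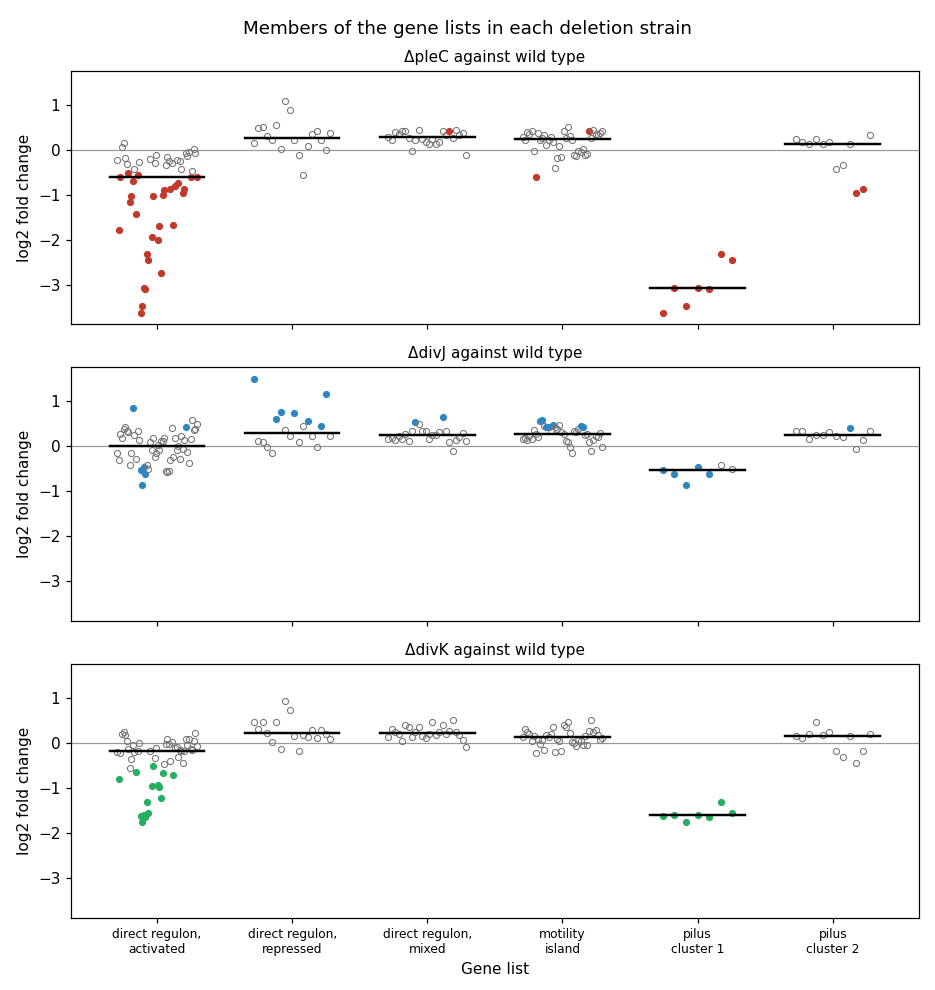
Log2 fold changes against the wild type of the genes in 6 lists, with a panel for each deletion strain; each point is a gene, filled where it passed edgeR's test, and each black line is the median of the list. The activated part of the direct CtrA regulon has a median of −0.61 in ΔpleC, −0.18 in ΔdivK and 0.02 in ΔdivJ.

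The deletions were then compared with each other, to ask whether the loss of either kinase resembles the loss of DivK. ΔpleC and ΔdivK shared 26 genes, all lower in both strains, including the 7 genes of pilus cluster 1, HNE_1390, HNE_1960 and HNE_1201. The decreases were larger in ΔpleC for HNE_1149 (4.01-fold, SE of the log2 value 0.13, n = 2 per strain, edgeR adjusted p = 1.77e-05), HNE_1151 (difference −1.70 ± 0.17; without the block adjusted p = 0.104), HNE_2122 (−1.52 ± 0.17) and HNE_1150 (−1.49 ± 0.11). Lower in all 3 deletion strains were 8 genes, namely HNE_1149 to HNE_1153, HNE_0902, HNE_3077 and chvI, the gene of a DNA-binding response regulator. ΔdivJ and ΔdivK shared these 8, while 2 genes changed in opposite directions. Apart from the deleted genes, these strains differed most in HNE_2824 (2.47 ± 0.14), HNE_1201 (2.10 ± 0.18), HNE_1006 (1.59 ± 0.16) and HNE_2026 (1.51 ± 0.15), all higher in ΔdivJ. ΔpleC and ΔdivJ shared 11 genes, 2 up and 9 down, while 10 genes changed in opposite directions. The largest differences apart from the deleted genes were in HNE_1149 (−3.10 ± 0.13), HNE_2122 (−2.86 ± 0.17) and HNE_1152 (−2.61 ± 0.11).

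By edgeR 27 genes differed between ΔpleC and ΔdivK (5 higher in ΔpleC), 173 between ΔdivJ and ΔdivK (141 higher in ΔdivJ) and 261 between ΔpleC and ΔdivJ (41 higher in ΔpleC). If lists were independent, 0.448 genes lower in both ΔpleC and ΔdivK would be expected, 0.167 in both ΔdivJ and ΔdivK, and 0.365 in both ΔpleC and ΔdivJ. Unchanged strains, simulated together with the wild-type libraries they share, had on average between 0.08 and 0.1 shared genes. Since such strains hold no changed genes, these values cannot tell how far shared controls add to the calls shared by the real strains. Across 3554 genes, which are not independent replicates, the fold changes of ΔpleC and ΔdivK had a Pearson correlation of 0.663 (Spearman 0.573). The simulated mean, which shared wild-type libraries give with no effect, was 0.487. For ΔdivJ and ΔdivK the correlation was 0.33 (0.318) against 0.492, and for ΔpleC and ΔdivJ 0.266 (0.298) against 0.494. Within replicates 1 and 2 alone it was 0.685 and 0.56 for ΔpleC and ΔdivK, 0.517 and 0.15 for ΔdivJ and ΔdivK, and 0.399 and 0.0384 for ΔpleC and ΔdivJ. Real changes alter the spread of the fold changes, so a correlation below the simulated mean does not show less in common than shared libraries give. The covariances were 0.0578, 0.02435 and 0.0205 in the order given. They exceeded the simulated means by 0.0431, 0.0094 and 0.00564. Since the 2 wild-type libraries cannot be divided into groups of 2, part of the shared calls may come from the shared controls. The 27 genes became 6 without the replicate block, 12 and 12 without wild-type replicates 1 and 2, 223 without ΔpleC replicate 1, 74 and 71 without ΔdivJ replicates 1 and 2, and 10 and 8 without ΔdivK replicates 1 and 2. The 173 became 20 without the block, 83 and 84 without wild-type replicates 1 and 2, 418 and 422 without ΔpleC replicates 1 and 2, 316 without ΔdivJ replicate 1, and 22 and 26 without ΔdivK replicates 1 and 2. The 261 became 80 without the block, 622 without ΔpleC replicate 1 and 489 without ΔdivJ replicate 1. The splits by direction moved too. Higher in ΔpleC than in ΔdivK were 126 of the 223 genes without ΔpleC replicate 1 and 81 of 165 in the fit of these strains alone. Higher in ΔdivJ than in ΔdivK were 169 of the 316 without ΔdivJ replicate 1, and 148 of 303 at an adjusted p of 0.25 with a log2 fold change above 0.5. Higher in ΔpleC than in ΔdivJ were 274 of the 622 and 202 of the 489. The shared calls of ΔpleC and ΔdivK became 12 without the block, 12 and 13 without wild-type replicates 1 and 2, 44 without ΔpleC replicate 1, 40 without ΔdivJ replicate 2, and 11 and 7 without ΔdivK replicates 1 and 2. Those of ΔdivJ and ΔdivK became 1 without the block, 0 by edgeR without either wild-type library, 21 and 21 without ΔpleC replicates 1 and 2, 14 without ΔdivJ replicate 1, and 4 and 3 without ΔdivK replicates 1 and 2. Those of ΔpleC and ΔdivJ became 2 without the block, 0 by edgeR without either wild-type library, 32 and 18 without ΔpleC replicates 1 and 2, and 17 without ΔdivJ replicate 2.

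**Figure D3:**
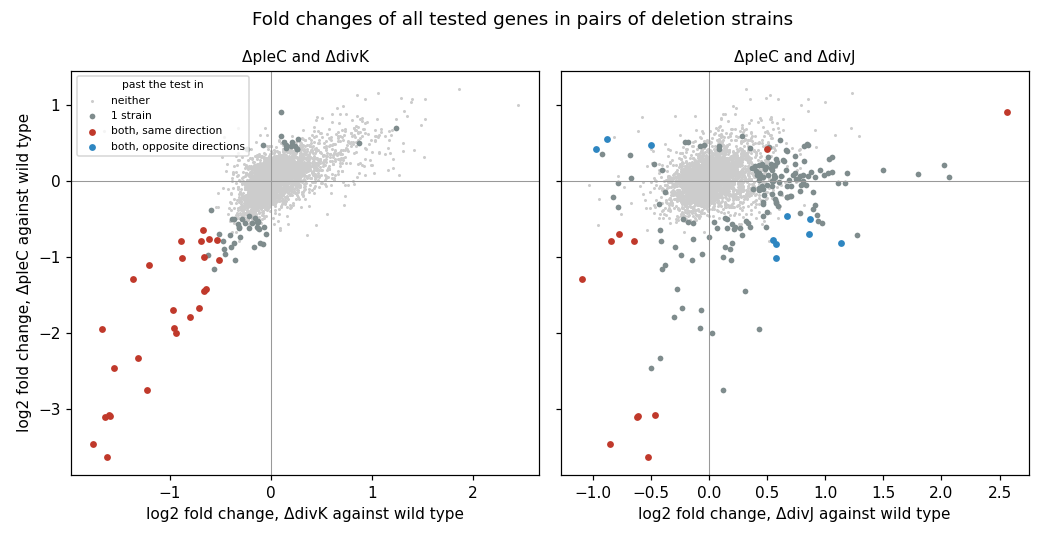
Log2 fold changes of all tested genes except the deleted ones in ΔpleC against those in ΔdivK (left) and in ΔdivJ (right); each point is a gene, coloured by whether it passed edgeR's test in neither, 1 or both strains. ΔpleC and ΔdivK share 26 genes, all lower in both, while ΔpleC and ΔdivJ share 11 genes and have 10 with opposite directions.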

Values the study reported

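The study reported regulons of 61 genes for DivJ, 114 for PleC and 40 for DivK, with thresholds of a 0.5 log2-fold change and a p-value of 0.25 for these deletion strains.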

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

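The patterns weighed here were noticed in the data, and the tests of their explanations were written down before the test results were seen. The fit with length offsets was added after the data had been seen, and how the test of a single ΔdivJ library is read was changed after its result was seen.

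The first results are genes that changed in opposite directions in different deletion strains, each with the difference between the strains tested by edgeR (± SE, n = 2 per strain). HNE_2026, a pseudogene, was lower in ΔpleC than in ΔdivJ by −1.95 ± 0.15, having fallen in ΔpleC (−0.81 ± 0.15) and risen in ΔdivJ (1.14 ± 0.14). HNE_1279 of unknown function fell in ΔpleC (−0.77 ± 0.10) and in ΔdivK (−0.53 ± 0.10) and rose in ΔdivJ (0.56 ± 0.09), a difference of −1.33 between ΔpleC and ΔdivJ and of 1.09 between ΔdivJ and ΔdivK. HNE_1508 for a sensor histidine kinase and response regulator fell in ΔpleC (−0.49 ± 0.10) and rose in ΔdivJ (0.87 ± 0.10), a difference of −1.36. HNE_0856 in the activated part of the direct CtrA regulon (−1.56; without the replicate block adjusted p = 0.0556), HNE_2268 (−1.40) and HNE_0769 (−1.13) were likewise lower in ΔpleC and higher in ΔdivJ. In the other direction, the TonB-dependent receptor gene HNE_2448 (1.43), HNE_0740 (1.40) and HNE_2495 for a fimbrial usher protein (0.97; without the block adjusted p = 0.0543) rose in ΔpleC and fell in ΔdivJ. Without the replicate block all calls of these genes in ΔpleC were lost (adjusted p = 0.0887 for HNE_1279 to 0.846 for HNE_0856), as was that of HNE_1279 in ΔdivK (adjusted p = 0.543). In ΔdivJ those of HNE_0769 (adjusted p = 0.164), HNE_1279 (0.264), HNE_2268 (0.353), HNE_0856 (0.539) and HNE_2495 (0.68) were lost, while HNE_2026, HNE_1508, HNE_0740 and HNE_2448 kept theirs. With the block, the edgeR adjusted p-values of these differences lay between 6.83e-06 and 0.000192. The genes were chosen because they passed in opposite directions in the same libraries and fit, so low values follow from that choice and are not separate evidence.

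Other results come from the rRNA genes, which were left out except in an alternative that kept them, and whose share of reads was above that of both wild-type libraries (1.30% and 0.812%) in 3 libraries. It was 1.98% in ΔpleC replicate 2, 1.36% in ΔdivJ replicate 1 and 9.07% in ΔdivK replicate 2.

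The predominance of higher genes in ΔdivJ (114 of 137 calls) was weighed against library scaling, gene length and a single library. It stayed under the 4 other scalings, where at least 78.3% of calls were higher, and with length offsets, where 77.9% were, which argues against both as the whole cause. It was weaker in the fit of ΔdivJ and the wild type alone (62.5% of 405 calls) and without the replicate block (64.7% of 17). Without ΔdivJ replicate 1, 55.1% of 207 calls were higher, the numbers up and down were 114 and 93 against 114 and 23 with it, and 98 of the 137 calls were among them, so this share does not decide on a single ΔdivJ library. By the limit set beforehand, however, the share counted for a single ΔdivJ library. Only the later reading, which also asks that higher calls be lost, leaves this undecided. A single ΔdivJ library and an effect of the loss of DivJ both stay open.

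The lower transcripts of pilus cluster 1 in ΔdivK were weighed against the library with the high rRNA share. Without ΔdivK replicate 2 the median log2 fold change of the 7 genes was −1.52, against −1.61 with it, which argues against that library as the cause. An effect of the loss of DivK is the explanation that the design names, and it may be read only as a hypothesis with 2 libraries per strain.

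The correlation of fold changes between ΔpleC and ΔdivK (0.663 across genes) was weighed against the shared wild-type libraries. When each fold change was built from different libraries, the correlation was 0.473 and 0.347, which argues against the shared libraries as the whole cause. The simulated mean of 0.487 comes from strains with no change and cannot tell how large the shared part is. The covariance was 0.0578, against a simulated mean of 0.0148. Part of the correlation may thus still come from the shared libraries. That the loss of PleC and the loss of DivK move the same genes stays open as a hypothesis.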

How the results depend on the processing

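Of the alternatives, only the length offsets and the counts of unique reads were chosen after the data had been seen. Counts of calls are given in the order ΔpleC, ΔdivJ and ΔdivK against the wild type. Without the replicate block they were 25, 17 and 13, and between mutants 6 (ΔpleC and ΔdivK), 20 (ΔdivJ and ΔdivK) and 80 (ΔpleC and ΔdivJ), with 12, 1 and 2 shared calls. Leaving out a library gave 24 to 346, 3 to 267 and 8 to 97 calls, between mutants 8 to 223, 22 to 422 and 180 to 622, shared calls of 7 to 44 (ΔpleC and ΔdivK), 0 to 21 by edgeR (ΔdivJ and ΔdivK) and 0 to 32 (ΔpleC and ΔdivJ), and a correlation of ΔpleC and ΔdivK between 0.57 (without ΔpleC replicate 1) and 0.76 (without wild-type replicate 2); both lowest values of 0 were reached without either wild-type library, and without replicate 1 ΔdivJ had 3 calls and 266 genes at an unadjusted p under 0.05. DESeq2 called 132 in ΔpleC, 59 in ΔdivK and 49 between them. Fits of only the 2 strains compared called 236, 405 and 231 (88, 253 and 127 up), and 165 between ΔpleC and ΔdivK and 96 between ΔpleC and ΔdivJ. At an adjusted p of 0.25 with a log2 fold change above 0.5 there were 133 calls in ΔpleC (62 up) and 155 in ΔdivK (122 up), 51 between ΔpleC and ΔdivK and 303 between ΔdivJ and ΔdivK. Upper-quartile scaling left 19 calls in ΔdivK. The median of the activated part in ΔdivJ turned to −0.00562 (RLE), −0.00968 (upper quartile), −0.0107 (rRNA genes kept), −0.00586 (10 most abundant genes left out) and −0.00588 (length offsets), and ranged from −0.0181 to 0.0549 over the fits without a library, with a camera adjusted p above the threshold in each. With 1 gene per run of neighbouring members it was 0.127 (camera adjusted p = 0.551, rotation test adjusted p = 0.0498). In ΔdivK the same list (−0.183) lost its call with an estimated correlation (adjusted p = 0.0742), but passed so without the replicate block (0.00827), with RLE scaling (0.0338), the RPKM minimum (0.0292), rRNA genes kept (0.0335), the 10 most abundant genes left out (0.033) and length offsets (0.0348). In ΔpleC the call with an estimated correlation was lost in each fit without a library, where the median stayed between −0.536 and −0.648. It was also lost with upper-quartile scaling (0.0769) or library totals only (0.0938). The cause of these changes was not tested. In the full fit the estimated correlation of the activated part was 0.016, close to the preset 0.01. The correlation itself thus differed little between these 2 forms of the test. In ΔdivJ the 5 indirect genes with mixed responses had an estimated correlation of −0.102, below the preset. Their camera adjusted p still rose from 2.43e-05 with the preset to 0.136 with the estimate. A higher p with an estimated correlation therefore need not reflect correlated genes. Of the values of single named genes over the alternatives, 2952 kept their side of the threshold, 479 lost their call and 42 gained one, and none changed sign. The settings with the largest numbers of losses were those without wild-type replicate 1 (79), without wild-type replicate 2 (76) and without the replicate block (75). Library totals without further scaling moved the median log2 fold change of all genes in ΔpleC from 0.04 to 0.104. The correction for GC content was not run, since it needs the genome sequence. In the simulated comparison of ΔpleC 49.3% of changes of 0.5 on the log2 scale were found.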

Other observations

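The test of neighbouring genes in this part was set before its result was seen, whereas the gene groups in the next paragraphs were chosen after their values were seen.

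Some genes of the activated part of the direct CtrA regulon that fell by edgeR in ΔpleC and in ΔdivK act on the second messenger cyclic di-GMP. They are HNE_2067 with an EAL domain, which degrades the messenger (−1.70 ± 0.11 and −0.97 ± 0.11, SE, n = 2 per strain), HNE_0906 with a PilZ domain, which binds it (−1.42 ± 0.12 and −0.64 ± 0.12), and HNE_1423 with a GGDEF domain (−1.03 ± 0.10 and −0.51 ± 0.10), besides HNE_1960. Since they are already counted in that part, they are no separate result. The list of 8 cyclic di-GMP genes had medians of −0.96, 0.12 and −0.49 in ΔpleC, ΔdivJ and ΔdivK, with 5, 0 and 4 genes down. Its camera adjusted p-values were 1.64e-06, 0.459 and 0.000103. With an estimated correlation, which was −0.088 for this list, they were 0.233, 0.638 and 0.233. The rotation test gave adjusted p = 0.000391, 0.143 and 0.00714. Single genes that fell in ΔpleC include HNE_1026 for a phasin (−0.70 ± 0.11) and HNE_2313 for a polyhydroxyalkanoate synthase family protein (−0.56 ± 0.10). Without the replicate block the calls of HNE_0906 and HNE_1423 in ΔdivK (adjusted p = 0.636 and 0.589) and of HNE_1026 and HNE_2313 in ΔpleC (adjusted p = 0.153 and 0.588) were lost.

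Single genes that rose in ΔdivJ include lexA for the repressor of the response to DNA damage (0.54 ± 0.10, SE, n = 2; edgeR adjusted p = 0.0147), uvrA for excision repair (0.42 ± 0.09, adjusted p = 0.0306), clpB for a disaggregating chaperone (0.54 ± 0.10, adjusted p = 0.0117) and msrA1 for methionine sulfoxide reductase (0.44 ± 0.10, adjusted p = 0.0306). The value for recA was 0.36 ± 0.10 with an adjusted p of 0.093, past no threshold. The gene ccrM for the cell cycle DNA methyltransferase rose as well (0.57 ± 0.09, adjusted p = 0.00791). All these calls were lost without the replicate block, with adjusted p = 0.328 for lexA, 0.421 for uvrA, 0.446 for clpB, 0.401 for msrA1 and 0.317 for ccrM. Ribosomal protein genes (53) had medians of −0.18, −0.09 and −0.13 in ΔpleC, ΔdivJ and ΔdivK, with camera adjusted p-values of 2.68e-06, 0.0122 and 3.39e-05 that became adjusted p = 0.636, adjusted p = 0.681 and adjusted p = 0.638 with an estimated correlation. The 35 genes of respiration and ATP synthesis had −0.16, −0.08 and −0.13, with 7.28e-05, 0.00208 and 0.000149, and adjusted p = 0.41, adjusted p = 0.506 and adjusted p = 0.41 with an estimated correlation. Heat shock, cell division, peptidoglycan and replication genes had medians between −0.11 and 0.13. Their camera adjusted p-values passed only for cell division in ΔdivJ (0.0424) and peptidoglycan in ΔdivK (0.0182), and they were 0.41 to 0.886 with an estimated correlation. The median and mean of the cell division genes differed in sign in ΔdivK (−0.04 and 0.02).

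The called genes often lay next to each other, and a hypothesis is that neighbours were called together more often than chance gives, as genes transcribed together would be. Called neighbours with the same direction formed 16 pairs in ΔpleC, 28 in ΔdivJ and 8 in ΔdivK, against highest counts of 8, 13 and 3 in 10000 random draws of as many genes (permutation p = 1e-04 in each, the smallest they can give). The lowest excess over the highest draw was 5, in ΔdivK. The longest runs held 7, 5 and 7 genes, and 27 of 72, 46 of 136 and 11 of 29 called genes lay in runs. Neighbouring genes called together may thus reflect shared transcripts, which the counts themselves cannot show, and overlapping genes can also share reads.

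When the RPKM values of the same-numbered libraries were compared in pairs at the limits the study states, 89 genes were counted in ΔpleC, 152 in ΔdivJ and 46 in ΔdivK, taking the larger of the group means for the RPKM minimum and the ratio of group means for the fold, since the sources used do not state these choices. For ΔdivJ and ΔdivK that is more than the study reported, and for ΔpleC it is fewer.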
